# Mouse Oocytes, A Complex Single Cell Transcriptome

**DOI:** 10.3389/fcell.2022.827937

**Published:** 2022-03-07

**Authors:** Di Wu

**Keywords:** RNA-seq, normalization, RNA degradation, single oocyte RNA-seq, germinal vesicle oocytes, mouse oocyte maturation

## Abstract

Germinal vesicle (GV) stage is a critical transition point from growth to maturation in mammalian oocyte development. During the following meiotic maturation, active RNA degradation and absence of transcription significantly reprofile the oocyte transcriptome to determine oocyte quality. Oocyte RNA-seq has revealed transcriptome differences between two defined phases of GV stage, namely non-surrounded nucleolus (NSN) and surrounded nucleolus (SN) phases. In addition, oocyte RNA-seq has identified a variety of dysregulated genes upon genetic mutation or environmental perturbation. Historically, due to the low amount of RNA per oocyte, a few (20–200) oocytes were needed for a regular library construction in bulk RNA-seq. In recent years, development of single cell sequencing allows detailing the transcriptome of individual oocytes. Here in this study, different RNA-seq datasets from single and bulk of mouse oocytes are compared, and single oocyte RNA-seq (soRNA-seq) shows higher reproducibility. In addition, soRNA-seq better illustrates developmental progression of GV oocytes, revealing more complex gene changes than traditional views. Specially, an elevated level of ribosomal RNA 5′-ETS (5′ external transcribed spacer) has been shown to highly correlate with SN property. This study further demonstrates that UMI (unique molecular identifiers) based and other deduplication methods are limited in their ability to improve the precision of the soRNA-seq datasets. Finally, this study proposes that external spike-in molecules are useful for normalizing samples of different transcriptome sizes. A list of stable genes has been identified during oocyte maturation that are comparable to external spike-in molecules. These findings highlight the advantage of soRNA-seq, and have established ways for better clustering and cross-stage normalization, which can provide more insight into the biological features of oocyte maturation.

## Introduction

Oocyte meiotic maturation immediately determines oocyte quality, during which around 70% of oocyte RNA undergoes degradation (Piko and Clegg, 1982; Yu et al., 2016a; Wu and Dean, 2020). Ablation of RNA degradation results in oocyte arrest, infertility, and abnormal early embryogenesis (Yu et al., 2016a; Dumdie et al., 2018; Wu and Dean, 2020). Germinal vesicle (GV) stage initiates meiotic maturation by terminating transcription, preparing for chromatin compaction and nuclear envelope breakdown. Nuclear staining has identified two subpopulations of GV oocytes, namely non-surrounded nucleolus (NSN) and surrounded nucleolus (SN) based on their nuclear configurations. Bulk RNA-seq and integrated genetic studies suggest SN oocytes are more competent for embryogenesis (Ma et al., 2013; Schultz et al., 2018).

Single cell RNA-seq has revolutionized investigations of transcriptomes that transform cell fate during development. As a single cell, the mammalian fully-grown oocyte is unique in its large size, uniform morphology, high nucleic acid content and numerous types of RNA. Since single oocyte RNA-seq (soRNA-seq) was introduced, it has become increasingly popular for multi-omic studies in mice (Tang et al., 2010). These advances provide greater understanding of developmental and genetic variation. In addition, multi-omic studies also detailed information in the co-regulation of different types of transcripts that affect oocyte quality and ageing, such as protein-coding RNA, small RNA and ribosomal RNA, etc (Dumdie et al., 2018; Schultz et al., 2018; Chen et al., 2019; Mihalas et al., 2019; Wu and Dean, 2020). However, there has been no direct evaluation of soRNA-seq compared to bulk oocyte RNA-seq, or any discussion of different analytical methods.

The current study firstly aimed to do a thorough comparison among single and bulk oocyte RNA-seq datasets. By pairwise analyses of several published RNA-seq datasets, soRNA-seq exhibited higher reproducibility. Secondly, the variation of soRNA-seq data were shown to reveal more complex transcriptome differences of morphologically similar GV oocytes (e.g., SN, NSN and intermediate) than previous views. Interestingly, a strong correlation of 5′-ETS elevation with potential SN phase has been discovered. Thirdly, by performing multiple deduplication strategies, there was high similarity in downstream analyses either with or without deduplication. Finally, it was demonstrated that external spike-in molecules, such as ERCC (External RNA Control Consortium), can effectively account for transcriptome size changes during oocyte maturation, during which active RNA degradation takes place without transcription. For situations when ERCC is not available, a group of stably transcribed genes (constGenes) during oocyte maturation was extracted, which provided high similarity to ERCC for cross-stage normalization. This normalization allows greater appreciation of oocyte heterogeneity at GV stage and across maturation. These observations shed light on future oocyte transcriptomic studies.

## Materials and Methods

### Oocyte Collection and Culture

Ovaries were dissected in PBS, and transferred into M2 medium (CytoSpring, M2114) plus milrinone (2.5 μM). The ovaries were pierced mechanically with a 30-gauge needle to release oocytes and only fully-grown oocytes (nuclear envelope-intact oocytes) were collected for further experiments.

### RNA-Seq Library Preparation of Intact and Fractions of Mouse Oocytes

Individual and fractions (1/2, 1/4, 1/8) of mouse GV oocyte RNA-seq libraries were prepared according to a published pipeline with minor modifications (Macaulay et al., 2016; Wu and Dean, 2020). Briefly, single GV oocytes from a healthy B6D2_F1_ female at 12 weeks old were collected and transferred individually into 2.5 μl RLT Plus (Qiagen) and stored at −80°C. A single GV oocyte lysis was diluted 1:2, 1:4 and 1:8 which represented fractions of oocytes. 

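The libraries made for different amplification cycles came from 6 whole GV oocytes, which are fully grown oocytes arrested with an intact nuclear envelope. Each oocyte gave 1 library, and 2 libraries each were amplified for 10, 14 and 18 cycles. The authors deposited raw HTSeq counts for 55573 genes and for the 92 RNA molecules of the ERCC (External RNA Controls Consortium) spike-in mix. The counts were not normalized and the libraries carry no molecular identifiers, so reads copied from one molecule cannot be told apart in them. The counts on genes were 11597144 and 9189672 in the 2 libraries at 10 cycles, 12349577 and 13806199 at 14 cycles, and 3017069 and 1706478 at 18 cycles. Lower depth at 18 cycles therefore coincided with the cycle number, and no batch was stated in the labels or the methods, so cycle number, oocyte and preparation cannot be told apart. Genes with at least 5 counts in at least 2 of the 6 libraries were kept, which left 17532 genes, and size factors were estimated by the median ratio. Replicates are different oocytes, and in all 3 groups they differed by more than counting error alone would give (chi-square per degree of freedom from 14.3 to 18.8, with every amplified read taken as an independent count).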

In total, eight oocytes were used for all libraries, including six for different amplification cycles and two for fractional oocytes. To prepare libraries for sequencing, 1 μl of the 10^5^-fold diluted ERCC spike-in mix (Thermo Fisher Scientific, 4456740) was added to 2.5 μl of each single or fractional oocyte sample. Poly(A) RNA was isolated by oligo (dT) beads, reverse transcribed, amplified and purified (Macaulay et al., 2016). Different fractions of oocytes (1/8, 1/4, 1/2, 1) were amplified for 18 cycles. After purification, cDNAs were evaluated by Bioanalyzer 2,100 (Agilent). Qualified cDNAs were used to construct sequencing libraries by Nextera DNA Sample Preparation Kits (Illumina). The sequencing was performed by the NIDDK Genomic Core Facility using the HiSeq 2,500 Sequencing System (Illumina).

### Use of Published RNA-Seq Datasets

15 published mouse oocyte RNA-seq datasets, including 121 libraries (containing bulk and single) are used in the current study (Supplementary Table S11). Only wildtype (control group) oocytes from the listed datasets are used here, because the mutant oocytes and aged oocytes exhibited significant differences in their transcriptomes compared to control groups, which made them improper for comparing reproducibility. All datasets are additionally named by whether using single (s) or bulk (b) mouse oocytes as the initial material, and the library construction methods (pA or rM). Specifically, the library construction protocols (or kits) were checked for each dataset: all libraries that used oligo (dT)-mediated RNA isolation and/or reverse transcription are considered as poly(A)-based (pA); all libraries that used ribosomal RNA probe-mediated rRNA clearance are considered as RiboMinus (rM). The single oocyte RNA-seq datasets do not contain original SN or NSN information. The SN and NSN feature genes were obtained from a bulk RNA-seq result (Ma et al., 2013) and implemented in analysis as described below.

### RNA-Seq Analysis

SRA files of all datasets (Supplementary Table S11) were downloaded from NCBI and converted to Fastq files using fasterq-dump tool of the SRA Toolkit (v2.11.2). Reads from each Fastq file were trimmed with Cutadapt (v3.4) for light quality trimming with parameters “-m 10 -q 20, 20”. The number of reads that are aligned to coding, UTR, intronic or intergenic regions were calculated using Picard tools CollectRnaSeqMetrics (v2.25.7). The trimmed reads were mapped to the *Mus musculus* GRCm38 genome plus ERCC. fasta using STAR (v2.7.8a) to get the Bam files.

The Bam files were processed differently for downstream analyses in Original, Dedup and Picard groups. For the Original group, reads were counted using HTSeq (v0.11.4) with default parameters. For the Dedup reads group, before reads counting, the Bam files were processed for deduplication using the UMI index reads and alignments according to the Ovation Solo RNA-seq manual v4 (python nudup. py). For the Picard reads group, the Bam files were pre-processed by Picard tools (v2.25.7) to mark and remove the duplicated reads without implementing the UMI index reads. The deduplicated Bam files were then counted using HTSeq (v0.11.4) with default parameters. Count files were used for differential analysis.

Differential expression between groups was analyzed using R (v3.5.1) with DESeq2 (v1.24.0) using default parameters. A gene/ERCC was considered valid to be included in differential analysis when it had at least five reads in at least two libraries. In all cases, significantly changed genes are defined as *P-adjust* < 0.01. Principal component analysis and k-means clustering were performed using the factoextra R package (v1.0.3). In all k-means clustering, the value of nstart was set as 25 to get the best one among 25 initial configurations.

When ERCC molecules or constGenes were used for normalization, the counts of the ERCC molecules or constGenes were provided as the “controlGenes” for estimating the size factors. Otherwise, the default estimation method (median ratio) was used.

The regression analyses of gene expression levels and ERCC molecules were performed by R (v3.5.1). For example, in Figure 1, when comparing between each library, the gene counts are normalized by the number of total counts; when comparing between each dataset (one dataset contains multiple libraries as biological replicates), the gene counts were firstly averaged across all libraries, then the obtained averaged gene counts were further normalized by the mean of total averaged gene counts.

**FIGURE 1:**
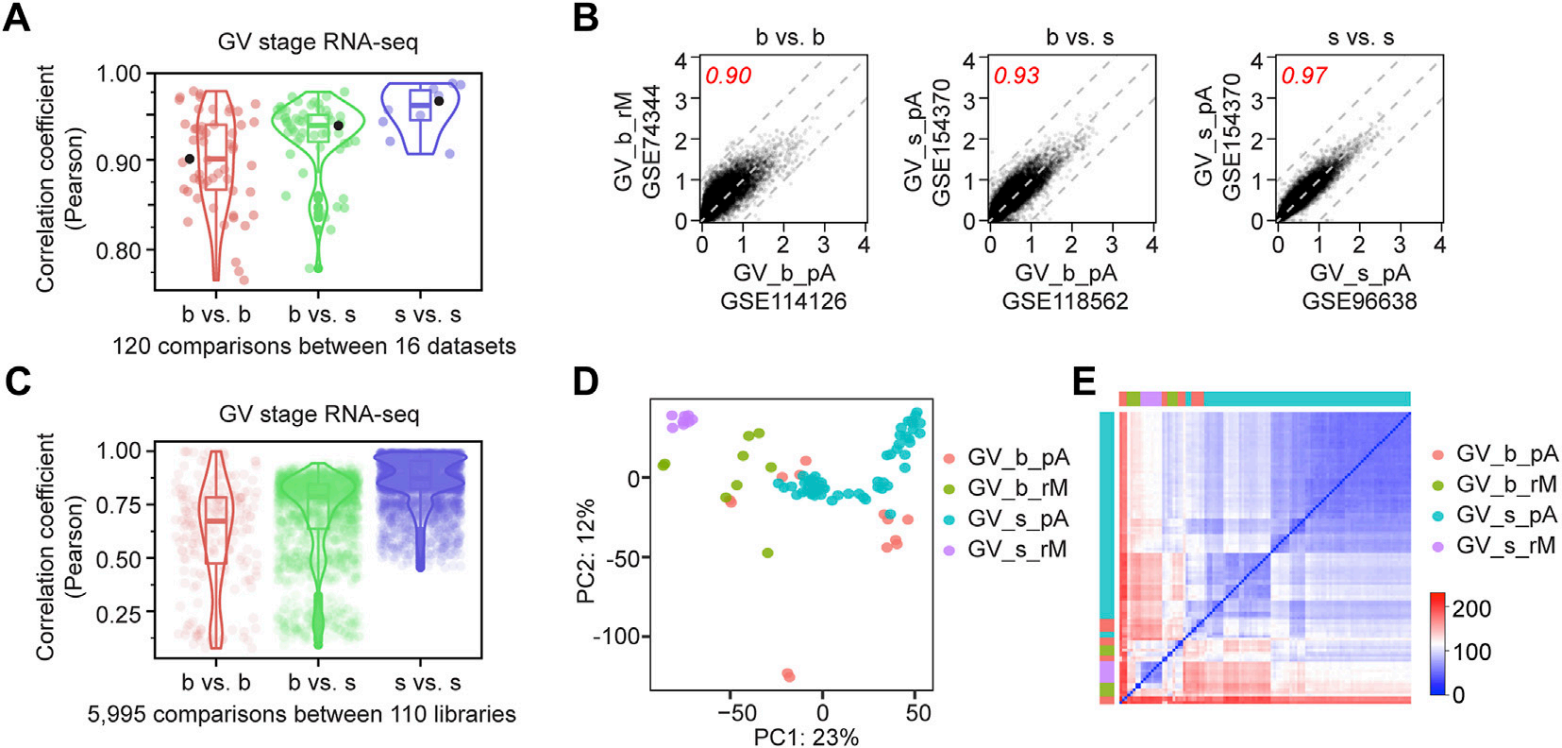
Single oocyte RNA-seq has high reproducibility. **(A)** Dot plots showing the Pearson correlation coefficients between 120 pair-wise comparisons of 16 RNA-seq datasets of mouse germinal vesicle (GV) oocytes. Dots are grouped by b vs. b (bulk vs. bulk), b vs. s (bulk vs. single) and s vs. s (single vs. single). Boxes and violins indicate the distribution of the dots. The three highlighted black dots are shown in **(B)**. **(B)** Examples from each comparison group in **(A)**, showing transcript abundance regression analysis between two datasets. Values represent the log_10_ mean of gene counts from all libraries in each dataset normalized by library sizes. Three gray dashed lines: y = x, y = x + 1 and y = x−1. Red numbers are the Pearson correlation coefficients. **(C)** Dot plots showing the Pearson correlation coefficients between 5,995 pair-wise comparisons of 110 individual libraries. Dots are grouped by b vs. b (bulk vs. bulk), b vs. s (bulk vs. single) and s vs. s (single vs. single). Boxes and violins indicate the distribution of the dots. **(D)** Principal component analysis of all 110 libraries from 16 datasets at GV stage, b: bulk, s: single, pA: poly (A) RNA-seq, rM: RiboMinus RNA-seq. Details of dataset information are in Supplementary Table S11. **(E)** Sample distance matrix of all 110 libraries from 16 datasets at GV stage.

### Use of Published Datasets for Ribosomal RNA (rRNA) Analysis

GSE141190 (Wu and Dean, 2020) contains ribosomal RNA sequencing datasets (rRNA-seq), which were performed using total RNA without rRNA depletion. Thus, majority of the reads come from rRNA due to the extremely high abundance of rRNA in a cell. GSE141190 dataset also contains poly (A)-based soRNA-seq libraries, which are used for analyzing the residual rRNA. For rRNA read analysis, the reads (from either rRNA-seq or poly (A) soRNA-seq) were directly mapped to and counted against the rRNA genome file (Grozdanov et al., 2003). Coverage values of each base in the rRNA genomic sequence was calculated using SAMtools coverage (v1.14) function. Heatmaps of rRNA coverage was plotted using plotnine (v0.8.0) in Jupyter-notebook. Line plot of rRNA coverage was plotted using seaborn (v0.11.2) in Jupyter-notebook. When calculating the coverage in each library, the coverage value of each position was firstly divided by the sum of coverage values of the entire rRNA transcript (from position 1–13,403), to get the normalized coverage values. Then the normalized coverage in the 5′-ETS region were summed to get the summarized coverage, which is used to color the dots in the PCA. Due to the existence of some spikes (Supplementary Figure S2B), the region used for 5′-ETS calculation was set to be 500–1,500 of 5′-ETS. Principal component analysis and k-means clustering were performed using the factoextra R package (v1.0.3).

## Results

### Single Oocyte RNA-Seq Exhibit Higher Reproducibility

To estimate the reproducibility of mouse oocyte RNA-seq, I obtained all published datasets from single or bulk mouse oocytes at GV (geminal vesicle) stage, which is the beginning of oocyte maturation (Xue et al., 2013; Kim et al., 2015; Veselovska et al., 2015; Yu et al., 2016a; Yu et al., 2016b; Dumdie et al., 2018; Guo et al., 2018; Sha et al., 2018; Yao et al., 2018; Seah et al., 2019; Taborska et al., 2019; Wu et al., 2019; Xu et al., 2019; Castillo-Fernandez et al., 2020; Du et al., 2020; Wu and Dean, 2020) (Supplementary Table S11). All raw sequencing files were processed in parallel. Different datasets have slightly different transcript distribution, and only the coding reads were taken for comparison (Supplementary Figures S1A–S1D; Supplementary Table S1). Interestingly, soRNA-seq datasets (GSE141190, GSE96638, GSE126688, and GSE44183) had higher correlation coefficients within the single group than when compared to the bulk group (Figures 1A–C). By unsupervised principal component analysis (PCA) that color-coded by datasets, single oocyte groups show higher similarity, though experiments/methods contribute to the observed differences (Figures 1D,E; Supplementary Figure S1E). Thus, soRNA-seq can generate highly reproducible and consistent results.

### Single Oocyte RNA-Seq Better Identify Populations of GV Oocytes

Fully grown mouse oocytes are highly uniform in their morphology and size. However, there are two different populations regarding nuclear configuration, developmental potential and transcriptional activity, namely non-surrounded nucleolus (NSN) and surrounded nucleolus (SN) oocytes (Ma et al., 2013; Schultz et al., 2018). Definitions of the two populations initially came from nuclear staining: NSN oocytes have puncta in the nucleus while SN oocytes have a circular signal surrounding nucleolus. Bulk RNA-seq have also revealed differences in NSN and SN oocytes (Ma et al., 2013). However, potential intermediate stages have been observed (Shishova et al., 2016), suggesting developmental progression at GV stage involves more complex changes. Separating the morphologically similar stages is technically difficult. I reasoned that soRNA-seq data would have an advantage to reveal the developmental progression compared to bulk RNA-seq. Through supervised clustering, soRNA-seq could demonstrate developmental stage progression.

To document this, I analyzed all published soRNA-seq datasets (GSE141190, GSE96638, GSE126688, and GSE154370, respectively, Supplementary Table S11). Principal component analysis (PCA) of each dataset was conducted using defined SN-featured genes as the feature vector, which are the genes expressing more than two folds in SN oocytes compared to NSN oocytes (Ma et al., 2013). Then, the summarized counts of all SN-featured genes were profiled on the PCA plots. As a result, samples having higher level of SN-featured genes tend to have smaller PC1 values, which was further supported by the top five SN-featured genes individually (Figure 2A; Supplementary Figure S1F). Thus, each dataset can be assigned a developmental direction from NSN to SN along the negative PC1 axis (Figure 2A).

**FIGURE 2:**
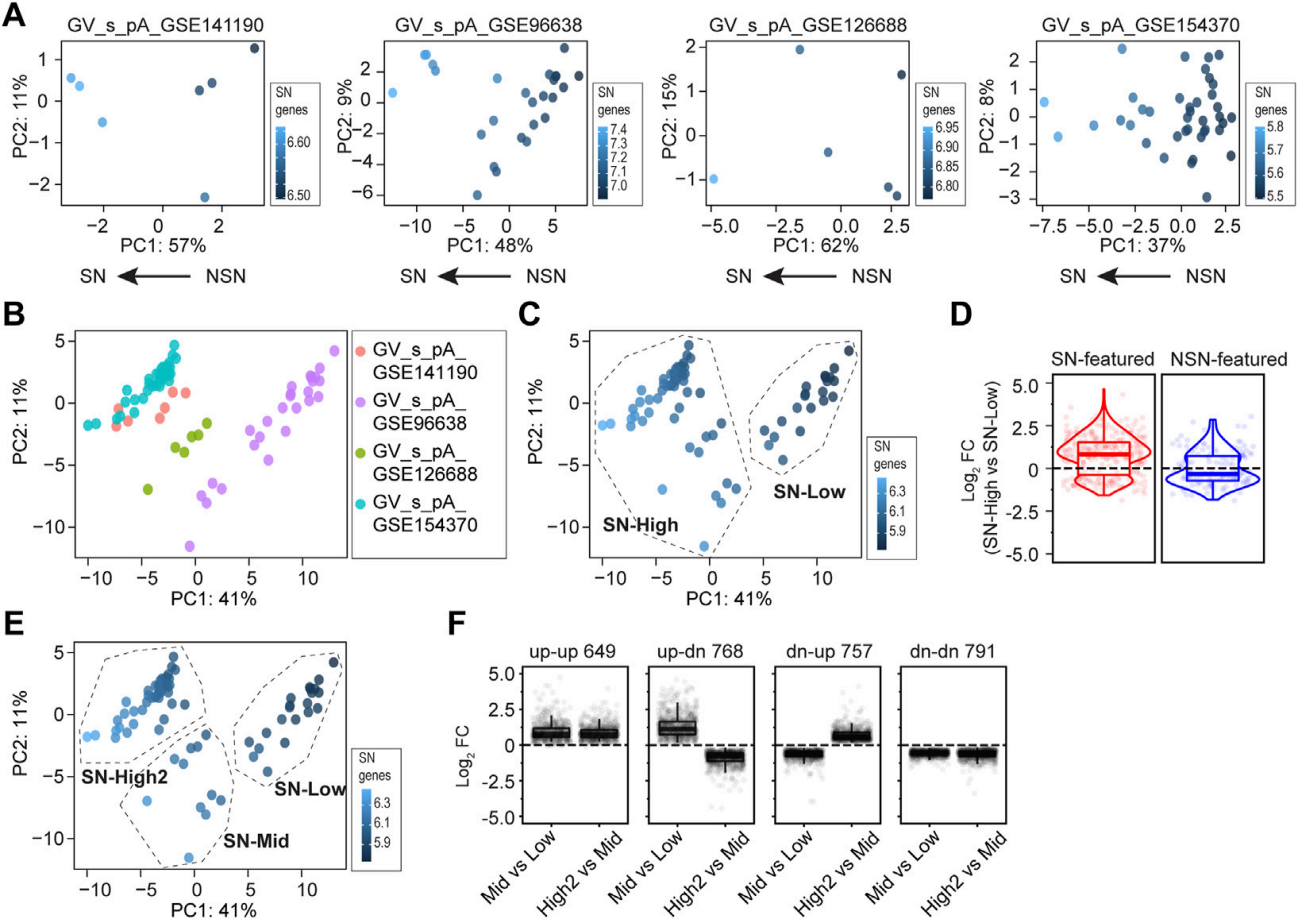
Single oocyte RNA-seq provides greater insight into GV oocyte development. **(A)** Principal component analyses of four single oocyte RNA-seq (soRNA-seq) datasets. In each plot, dots are color-coded by the mean count of pre-defined SN-featured genes (Ma et al., 2013). The arrows on the bottom suggest the developmental progression of all single oocytes within each dataset, identified by the level of the SN-featured genes. **(B)** Principal component analyses of combined datasets in **(A)** Dots are color-coded by the dataset identifiers. **(C)** K-means clustering based on **(B)**, with a pre-defined cluster number of 2. Dots are color-coded by the mean counts of SN-featured genes. SN-High and SN-low are assigned based on the level of the SN-featured genes. **(D)** Log_2_ fold change values of SN-High vs SN-Low in **(C)**. Each dot is a gene either SN-featured (shown in red) or NSN-featured (shown in blue). **(E)** K-means clustering based on B, with a pre-defined cluster number of 3. SN-High2, SN-Mid and SN-low are assigned based on the level of the SN-featured genes. **(F)** Dot plots showing log_2_ fold change values of SN-Mid vs. SN-Low, and SN-High2 vs. SN-Mid in **(E)**. Genes exhibit different changes from SN-Low to SN-Mid and from SN-Mid to SN-High2, including 649 genes that are up-regulated in both phases (up-up), 768 genes that are firstly up-regulated then down-regulated (up-dn), 757 genes that are first down-regulated then up-regulated (dn-up), and 791 genes that are down-regulated in both phases (dn-dn).

Next, I combined all four poly(A)-based soRNA-seq datasets (from GSE141190, GSE96638, GSE126688 and GSE154370, including 78 libraries in total) to allow more powerful analysis (Figure 2B). Based on the PCA using SN-featured genes, a k-means clustering was performed by pre-defining cluster number as 2. I named the two obtained clusters as “SN-High” and “SN-Low” according to the level of SN-featured genes in each cluster (Figure 2C). Presumably, SN-High cluster consists of oocytes more like the SN phase while SN-Low cluster consists of oocytes more like the NSN phase. As expected, most of the known SN-featured genes are up-regulated in SN-High group, while most of the NSN-featured genes are down-regulated in the SN-High group (Figure 2D) (Ma et al., 2013).

Then I sought to perform k-means clustering by defining cluster number as 3. Interestingly, the original SN-High cluster could be further divided into two subsets, which were named as SN-High2 and SN-Mid according to the level of SN-featured genes (Figure 2E). Presumably, SN-High2 consists of oocytes at very late GV stage, while SN-Mid consists of oocytes in the middle stage. Further differential analysis between the SN-High2, SN-Mid and SN-Low clusters revealed that many genes do not change consistently from NSN to SN. 768 genes firstly increase from early to middle stage and decrease during middle to late stage (up-dn). 757 genes firstly decrease from early to middle stage and increase during middle to late stage (dn-up). In addition, 649 genes consistently be accumulated from early to middle, and middle to late stage (up-up), while 791 genes consistently be cleared from early to middle, and middle to late stage (dn-dn) (Figure 2F; Supplementary Table S2). To summarize, using soRNA-seq datasets could obtain greater understanding of developmental progression of morphologically similar GV oocytes.

### Ribosomal RNA (rRNA) 5′-ETS Level Increases at SN Phase

In eukaryotic cells, a primary rRNA transcript contains both mature rRNA subunit fragments, namely 18, 5.8 and 28S rRNA, and the Internal/External Transcribed Spacers, namely ITS1, ITS2 and 5′-ETS, 3′-ETS (Figure 3A) (Henras et al., 2015). Multiple cleavages and degradation take place to process the primary rRNA into mature 18, 5.8, and 28S rRNA fragments (Kent et al., 2009; Henras et al., 2015). Previous studies observed that rRNA processing happens differently in NSN and SN oocytes (Zhang et al., 2019). Depleting EXOSC10, an RNA exosome associated RNase in GV oocytes, can cause irregular rRNA pattern including elevated 5′-ETS and ITS1 (Wu and Dean, 2020). Interestingly, variation of 5′-ETS levels has also been observed in wildtype GV oocytes. I hypothesized that oocytes with variable 5′-ETS levels may correlate with different developmental status.

**FIGURE 3:**
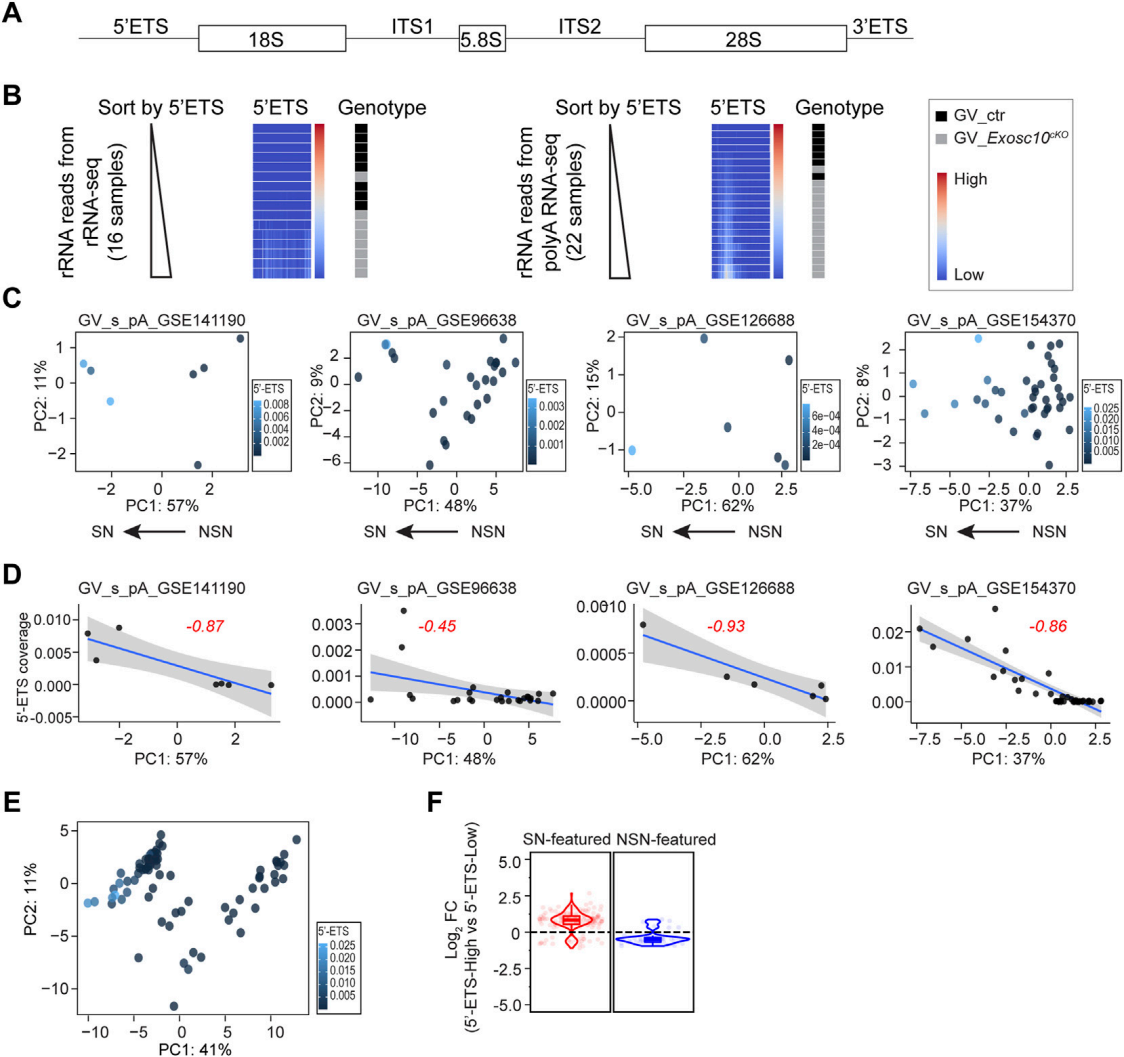
rRNA 5′-ETS elevation correlates with SN property. **(A)** Schematic of a mammalian rRNA primary transcript, including mature rRNA fragments (18, 5.8, and 28 S), external transcribed spacers (5′-ETS, 3′-ETS), and internal transcribed spacers (ITS1, ITS2). **(B)** Heatmaps of rRNA coverage document 5′-ETS up-regulation in EXOSC10-depleted oocytes. Left: rRNA reads obtained from rRNA-seq; right: residual rRNA reads obtained from poly (A) RNA-seq. Each heatmap is sorted in ascending order of the 5′-ETS coverage value. **(C)** PCA plots (the same as Figure 2A) color-coded by the 5′-ETS coverage values across all oocytes per dataset. **(D)** Regression analysis of PC1 and 5′-ETS coverage in each dataset. Blue line is the predicted linear regression line with 95% confidence interval. Red number is the Pearson correlation coefficient. **(E)** PCA plot (the same in Figure 2B) color-coded by the 5′-ETS coverage values across all oocytes. **(F)** Log_2_ fold change of 5′-ETS-High vs. 5′-ETS-Low in the combined four datasets in E. Pre-defined SN-featured and NSN-featured genes are shown in red and blue, respectively.

To substantiate this, I firstly evaluated whether the public soRNA-seq datasets are reasonable for rRNA 5′-ETS study by re-analyzing our own two datasets, including an rRNA-seq and a regular poly (A) soRNA-seq (from GSE141190, *Materials and Methods*), both of which contain EXOSC10 depleted oocytes and control oocytes. For both datasets, I extracted all reads that are mapped to rDNA genomic sequence and ranked the samples according to the 5′-ETS coverage (Figure 3B). As expected, the 5′-ETS from both rRNA-seq and poly (A) soRNA-seq show up-regulation in the EXOSC10 depleted oocytes. Thus, the 5′-ETS reads obtained from the residual rRNA reads in the poly (A) soRNA-seq can very well represent the real status of the rRNA in the original oocytes.

I then made use of the four poly (A) soRNA-seq datasets (GSE141190, GSE96638, GSE126688 and GSE154370, including 78 libraries in total). Due to the non-specific spike signals in the 5′-ETS, a region (500–1,500) was selected to calculate the 5′-ETS coverage, which in most datasets represent the residual 5′-ETS fragments (Supplementary Figure S2B, *Materials and Methods*). In each soRNA-seq dataset, I profiled the 5′-ETS coverage of all libraries in the PCA plot (Figure 3C). Regression analysis showed three out of four datasets exhibit a strong negative correlation between PC1 values and 5′-ETS coverage (coefficients of correlation as −0.87, −0.93, and −0.86, respectively, Figure 3D). Given that PC1 negatively correlates with SN status (Figure 2A), I concluded that SN oocytes likely have more 5′-ETS. Then the 78 oocytes were combined to define 5′-ETS-High and 5′-ETS-Low groups to perform differential analysis (the threshold is the mean value of the 5′-ETS coverage in all libraries, 0.00229). Strikingly, most of the SN-featured genes are up-regulated in 5′-ETS-High group, while most of the NSN-featured genes tend to be down-regulated (Figures 3E,F). A similar conclusion can also be obtained when I arbitrarily defined 5′-ETS-High and 5′-ETS-Low groups in each dataset (Supplementary Figures S2C,D). These finding indicates that elevated 5′-ETS may serve as a new biological feature of GV oocytes progression.

### Deduplication for Single Oocyte RNA-Seq Is Dispensable

Single cell RNA-seq is susceptible to many biases, including gene capture, reverse transcription efficiency and amplification cycles (Hwang et al., 2018). The incorporation of UMI (unique molecular identifiers) significantly improves single cell sequencing reproducibility by quantifying reads with more precision (Islam et al., 2014). To test whether UMI also benefits soRNA-seq, I re-analyzed the GSE141190 RiboMinus RNA-seq using UMI deduplication which determines duplicates by both UMI and alignments. The N8 UMI, capable of distinguishing up to 65,536 molecules, is sufficient to distinguish the ∼20,000 different RNAs expressed in mouse oocytes (Piko and Clegg, 1982; Wu and Dean, 2020). On average, the number of reads of the Dedup (UMI-based) samples was 43% ± 15% of their Original samples (Figure 4A; Supplementary Figure S3A; Supplementary Table S3). After filtering out low-count genes, the linear regression of gene counts in Original and Dedup groups, normalized by library size, exhibited a high correlation at the same stage (Figure 4B).

**FIGURE 4:**
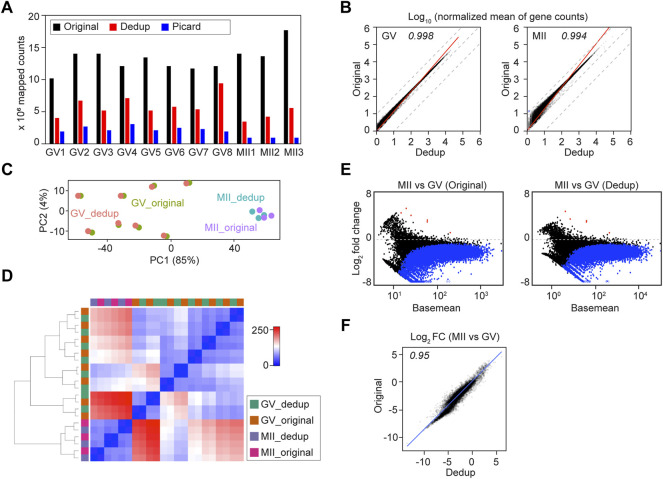
Deduplication of soRNA-seq reads does not significantly alter downstream analyses. **(A)** Bar graph of Original, UMI-deduplicated (Dedup) and Picard-deduplicated counts. GV1-GV8, MII1-MII2 are oocyte IDs from GSE141190 RiboMinus datasets. **(B)** Plots of transcript abundance regression analysis of Original vs. Dedup gene counts. The x-axis and y-axis are log_10_ normalized mean counts from Original and Dedup. **(C,D)** Principal component analysis **(C)** and sample distance matrix **(D)** of combined Original and Dedup. **(E)** Differential analysis of MII vs. GV in Original and Dedup. **(F)** Comparison of the log_2_ fold change (MII vs. GV) in Original and Dedup. The x-axis and y-axis are log_2_ fold change (MII vs. GV) values in Original and Dedup.

Then I performed downstream differential analysis using both Original and Dedup counts. The Original and Dedup counts from the same oocyte were similar, documented both by unsupervised PCA and hierarchical clustering of sample distances (Figures 4C,D). The MII vs GV differential analysis in both Original and Dedup groups also were very similar (Figures 4E,F). On the other hand, no significant change in gene expression was identified (*P*-adjusted < 0.01) when comparing Original and Dedup at the same stage (Supplementary Figure S3B).

To further evaluate how important deduplication is to single oocyte RNA-seq, I took advantage of Picard deduplication, which defines duplicates based only on mapping coordinates. As expected, Picard trimmed off even more reads (Figure 4A). Nevertheless, the correlation between Original and Picard remained high though obvious deviation was present due to read trimming (Supplementary Figure S3D). As expected, differential analyses of Original vs Picard at the GV or MII stages documented that a certain group of genes, including those encoding ribosomal proteins (*Rpl19*, *Rpl32*, *Rps20*) were sensitive to deduplication (Supplementary Figure S3C; Supplementary Table S4). In addition, I took advantage of the ERCC (External RNA Controls Consortium) spike-in molecules, which were added to oocytes at the beginning of library construction, to visualize the linearized amplification of the libraries. All Original, Dedup and Picard groups had comparable numbers of ERCC molecules detected, and all generated a high correlation of ERCC molecule counts with their concentrations (Supplementary Figures S3E–G). This suggests that under a reasonable library amplification condition, the RNA molecules being detected, and their relative levels remain the same with or without deduplication. Thus, deduplication provides only a limited advantage to the robustness of soRNA-seq, possibly due to the high RNA abundancy that makes the oocyte more like a tissue (bulk) rather than a standard single cell.

### Identification of Constant Genes for Cross-Stage Normalization

It has been long known that around 80% transcriptome undergoes dramatic decrease during mammalian oocyte maturation (Piko and Clegg, 1982; Yu et al., 2016a; Wu and Dean, 2020). Presumably, identification of the decreased and stable RNA in this process could provide insight into the molecular regulation of oocyte development and oocyte quality control. Several RNA-seq readouts have been used to represent cross-stage differences such as FPKM (Fragments Per Kilobase Million) and RPM (Reads Per Kilobase Million) which are normalized by gene length and library size (Yu et al., 2016a; Zhang et al., 2018). However, this library-size based quantification indicated as many genes with increased abundance as with decreased abundance, which is difficult to explain biologically in the absence of transcription during oocyte maturation. Gfp/Rfp spike-in molecules have also been used to quantify changes in the transcriptome size, but not for differential analysis of individual genes (Yu et al., 2016a).

Here I propose that the ERCC spike-in mix can serve as control genes for soRNA-seq. In all 89 soRNA-seq libraries, 31 libraries having ERCC reads more than 500 were extracted of both GV and MII stages, including 15 from GSE141190 poly (A), five from GSE96638 poly (A) and 11 from GSE141190 RiboMinus (Supplementary Table S11). When computing sample distances, using ERCC normalization exhibited more variation within GV stages, but the GV and MII stages can be very well separated compared to the median ratio normalization (Supplementary Figure S4A). In addition, ERCC normalization can better reflect the RNA degradation happening during meiotic maturation (Supplementary Figure S4B).

To better illustrate ERCC normalization, I performed poly (A) RNA-seq of GV oocytes using different fractional amounts (1/2, 1/4, 1/8) of whole oocytes. 

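The fraction experiment comprised 8 libraries amplified for 18 cycles. Of these, 2 were from 1/2, 2 from 1/4 and 2 from 1/8 of an oocyte, made by diluting the lysates of 2 oocytes, and the other 2 were from whole GV oocytes. The same amount of ERCC mix was added to every library after dilution, so the share of ERCC reads rises as the oocyte RNA falls. The counts on genes were 4024670 and 3598549 for 1/2, 4027907 and 5049518 for 1/4, and 11404262 and 1702062 for 1/8. The ERCC counts behind the normalization were 9167 and 10467 for 1/2, 18802 and 29075 for 1/4, 231470 and 36593 for 1/8, and only 1611 and 1474 for the whole oocytes. At least 1 count was found on 30 ERCC molecules in each whole-oocyte library and on 41 to 54 in the fractions. A gene or ERCC molecule was kept when it had at least 5 counts in at least 2 of the 8 libraries, the filter given in the methods, which left 14788 genes. Each fraction was compared with the whole oocytes at 18 cycles in one fit of the 4 groups by edgeR's quasi-likelihood test. The size factors were taken either from the ERCC molecules or from the median ratio over all genes.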

The differential analysis also confirmed the overall smaller library sizes of the fractional GV oocytes compared to the intact GV oocyte (Figure 5A; Supplementary Figures S4C,D; Supplementary Tables S5, S6). Thus, I conclude that exogenous spike-in accounts for changes in library size and facilitates investigation of transcriptome degradation during oocyte maturation.

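With ERCC normalization, 7697 of the 14788 genes were lower in 1/2 than in whole oocytes at an adjusted p under 0.01 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The number was 10301 for 1/4 and 12937 for 1/8, and 0 genes were higher in any fraction. The median log2 fold change over the genes was -1.997 for 1/2, -2.69 for 1/4 and -4.92 for 1/8. The dilution itself corresponds to -1, -2 and -3 on the log2 scale. The 2 libraries of a fraction had medians of -1.73 and -2.19 for 1/2, -2.48 and -2.79 for 1/4, and -4.82 and -4.95 for 1/8, while the whole oocytes lay at 0.36 and -0.36 around their own mean. The libraries of the 3 fractions therefore did not overlap in their medians. Across the 8 fits that each left out 1 library, the medians ranged from -2.34 to -1.39 for 1/2, from -3.04 to -2.11 for 1/4 and from -5.25 to -4.26 for 1/8. For 1/2 and 1/4 the choice of reference moved these numbers most. Against all 6 whole oocytes pooled, 0 genes were lower in 1/2 and 0 in 1/4 (2528 and 5801 genes had an unadjusted p under 0.05), and 8512 were lower in 1/8. Against the whole oocytes at 10 cycles, a comparison chosen after seeing the data, 1181 genes were higher and 384 lower in 1/2, 157 higher and 1399 lower in 1/4, and 0 higher and 13401 lower in 1/8, with medians of -0.12, -0.81 and -2.82.

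With median ratio normalization, 6 genes were lower and 12 higher in 1/2, 63 lower and 5 higher in 1/4, and 1288 lower and 1029 higher in 1/8. The median log2 fold change was -0.01, 0.05 and 0.02, so the overall shift seen with ERCC was removed by this scaling. Klhl21 (ENSMUSG00000073700, GRCm38 chromosome 4 from 152008803 to 152017680, protein coding) had 17.9 ± 14.3 normalized counts in 1/8 and 715 ± 405 in whole oocytes (SD, n = 2 each), a log2 fold change of -5.04 (standard error 0.48, adjusted p = 3.67e-06 from edgeR's quasi-likelihood test). The largest fall was listed for Gm9768, with a log2 fold change of -5.28 on 34 and 0 counts in the libraries of 1/8. Without replicate 1 of 1/8 the log2 fold change was -11.1. Gm9768 overlaps Klhl21 on the opposite strand, so the counting could have mixed the 2 genes. Rpa3 (ENSMUSG00000012483, chromosome 6 from 8255936 to 8259173, protein coding) rose to 253 ± 55.5 from 18.99 ± 0.38 normalized counts (SD, n = 2 each), a log2 fold change of 3.72 (standard error 0.47, adjusted p = 1.64e-05 from the same edgeR test). The largest rise was that of the lincRNA 1700030N03Rik, with a log2 fold change of 4.22, which overlaps 5 other annotated genes. In the whole oocytes, Rpa3 had 16 and 8 raw counts and 1700030N03Rik 4 and 3, so both rises rest on low counts. With ERCC normalization their log2 fold changes were -1.25 and -0.71. Against the whole oocytes at 10 cycles, with the median ratio, they were 0.60 and 0.28, and those of Klhl21 and Gm9768 were -1.70 and -1.52. In that comparison 0 genes changed in 1/8 with median ratio normalization, and 2278 had an unadjusted p under 0.05.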

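The size of the transcriptome relative to the spike-in can be read directly as gene counts per ERCC count. The ratio was 1515 ± 506 in whole oocytes at 18 cycles, 391 ± 67.3 in 1/2, 194 ± 28.7 in 1/4 and 47.9 ± 1.95 in 1/8 (SD, n = 2 each). In the 2 whole oocytes it was 1873 (95% Wilson interval 1784 to 1967) and 1158 (1100 to 1218), and these intervals cover counting error only. Relative to the whole oocytes at 18 cycles, the ratio was 26.4% in 1/2, 13.1% in 1/4 and 3.25% in 1/8, where dilution gives 50%, 25% and 12.5%. Relative to the whole oocytes at 10 cycles, a reference chosen after seeing the data, the ratio was 114% in 1/2, 56.5% in 1/4 and 14.0% in 1/8, and relative to those at 14 cycles, also chosen after seeing the data, 111%, 55.1% and 13.7%. Each fraction lay below both whole oocytes at 18 cycles, with p = 0.333 in an exact two-sided permutation test on log2 of the ratio, the smallest p that 2 libraries against 2 allow. From 1/2 to 1/4 the ratio fell 2.05-fold in replicate 1 and 1.98-fold in replicate 2, and from 1/4 to 1/8 it fell 4.35-fold and 3.73-fold. These steps pair libraries by the number in their labels, which is not stated to mark one oocyte. The ratios were 439 and 344 in 1/2, 214 and 174 in 1/4, and 49.3 and 46.5 in 1/8, so crossed numbers give other folds. The paper uses these fractions to illustrate ERCC normalization, states that their differential analysis showed smaller libraries than the intact oocyte, and concludes after this and its comparison of GV with MII oocytes that an exogenous spike-in accounts for changes in library size.

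**Figure D1:**
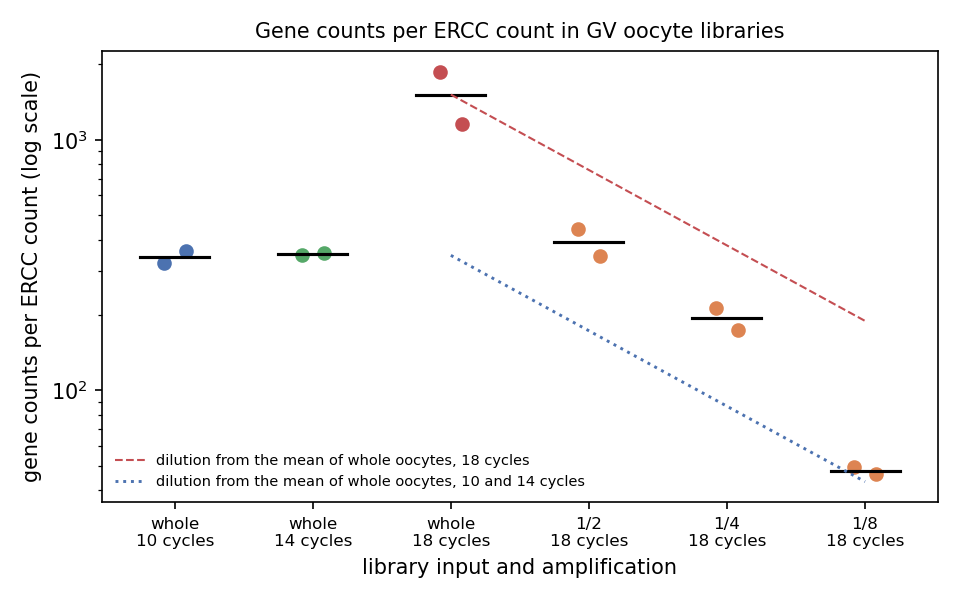
Gene counts per ERCC count (log scale) for the 12 libraries, grouped by input and amplification cycles; points are libraries and black bars are means of 2. The dashed line divides the mean of the whole oocytes at 18 cycles by the dilution and lies above all 3 fractions, and the dotted line does the same from the mean of the whole oocytes at 10 and 14 cycles.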

**FIGURE 5:**
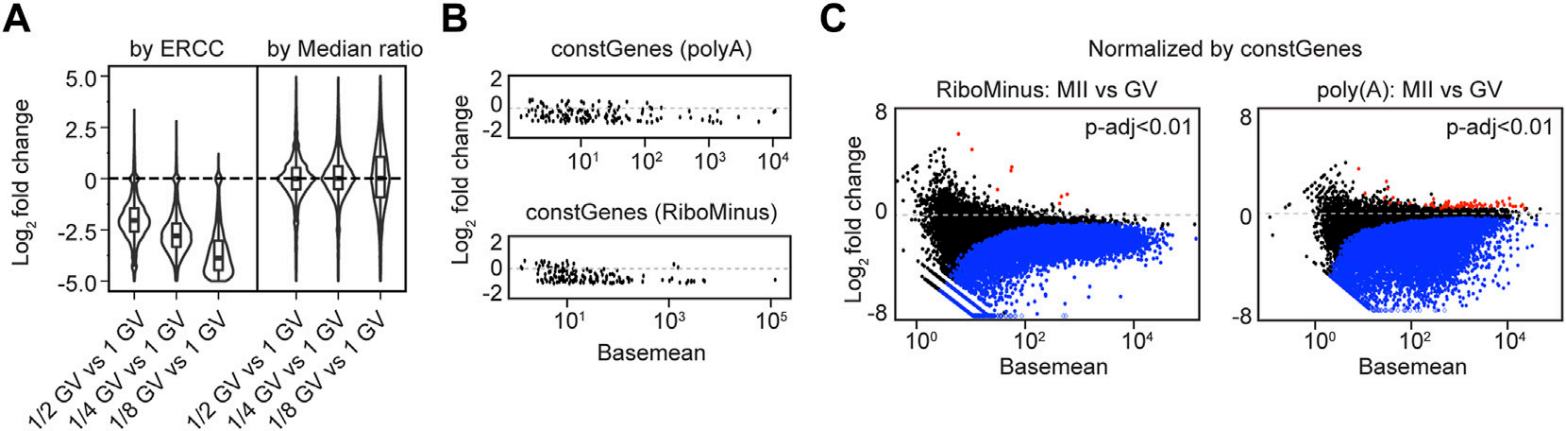
Applying constant genes (constGenes) for cross-stage comparison. **(A)** Summaries of log_2_ fold change values in fractional (1/2, 1/4, 1/8) GV oocyte vs. 1 GV oocyte by ERCC normalization and median ratio normalization. **(B)** MA plots of selected 147 constant genes (constGenes) from poly (A) and RiboMinus RNA-seq results. **(C)** MA plots showing the differentially expressed genes (MII vs. GV) from RiboMinus RNA-seq and poly (A) RNA-seq, normalized by constGenes. Blue/red dots: genes having decreased/increased abundance by *P*-adjusted < 0.01.

To allow cross-stage comparison of sequencing samples when ERCC is unavailable, I have extracted a set of 147 constant genes (constGenes) during oocyte maturation. These 147 genes exhibit little change (less than 50%) in transcript abundance from GV to MII whether obtained by poly(A) RNA-seq or RiboMinus RNA-seq (Figure 5B; Supplementary Table S7). The constGenes span a large range of gene lengths (∼0.5–27 kb), have GC content ∼30%–60%, contain protein coding genes and lncRNAs (Supplementary Table S8). As expected, the differential analysis normalized by constGenes was very similar to those normalized by ERCC (Figure 5C, Supplementary Figures S4E; Supplementary Tables S9, S10).

In summary, based on higher reproducibility and known genetic/developmental heterogeneity, single cell RNA-seq appears to be a better method for transcriptome analyses of mouse oocytes. When an overall change of transcriptome size is anticipated, external spike-in or the constGenes are recommended for normalization to provide better insight into biological changes of the transcriptome.

## Discussion

This study has compared currently available mouse GV oocyte RNA-seq datasets and concluded that soRNA-seq has high reproducibility and reveals better details of developmental progression. In addition, this study has also established external spike-in or constant genes normalization method for cross-stage comparison, and suggests that deduplication of the single oocyte RNA-seq datasets does not significantly alter the downstream analyses.

A fully grown oocyte has much larger size and more RNA content compared to a somatic cell. This feature makes a single oocyte a unique type of single cell, which is more like a “bulk” status. For example, a regular somatic cell could capture around a few thousand genes using 10x genomic sequencing (Wang et al., 2019), or around 10,000 genes using SMART-seq (Tang et al., 2009), while a single GV oocyte could detect up to 20,000 genes to the same scale as oocyte bulk RNA-seq 50–100 oocytes pooled as one sample). From our pair-wise comparison (Figure 1A), it is surprising that though pooled oocytes may have better reproducibility between replicates in one dataset (Supplementary Figure S1E), the single oocyte RNA-seq generally have better correlation across different datasets. This may be due to the relatively uniform sequencing methods for single oocyte RNA-seq. Secondly, duplication level in libraries is directly determined by the number of amplification cycles, sequencing depth, and initial material. Within a reasonable amplification range (i.e.,10–18 cycles in GV oocytes), duplication level is not detrimental (data not shown), making deduplication dispensable. 

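Duplicate reads cannot be counted from the deposited counts, so the cycle numbers were compared by gene abundance. Between 14 and 10 cycles, 0 of 17532 genes changed at an adjusted p under 0.01 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 513 had an unadjusted p under 0.05. Between 18 and 10 cycles 1893 genes were lower and 2161 higher, and between 18 and 14 cycles 1869 were lower and 2211 higher. With ERCC size factors, the alternative that moved the numbers for the 2 comparisons with 18 cycles most, 8348 genes were higher and 0 lower at 18 than at 10 cycles, a median log2 fold change of 1.96. With the replicate number as a block, 0, 4381 and 4384 genes changed in the 3 comparisons, although same-numbered oocytes were different oocytes. The deviations of same-numbered oocytes correlated at -0.09 between 10 and 14 cycles, 0.13 between 10 and 18 cycles and -0.14 between 14 and 18 cycles over the genes with at least 10 counts in all 4 libraries compared, and at -0.18, 0.19 and -0.11 over all genes tested. With the numbers of the 14-cycle oocytes crossed, a pairing chosen after seeing the data, 2, 4933 and 4997 genes changed.

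Across genes, which are not independent replicates, Pearson's r of log10(CPM + 1) lay between 0.977 and 0.984 for 14 against 10 cycles and between 0.879 and 0.902 for 18 against 10 cycles. It was 0.956 between the 2 oocytes at 18 cycles. Across the 41 ERCC molecules with at least 5 counts in at least 2 whole-oocyte libraries, r of log10 counts averaged 0.969 for 14 against 10 cycles and 0.927 for 18 against 10 cycles. Between the 2 libraries of the same cycle number it was 0.964 at 10, 0.958 at 14 and 0.944 at 18 cycles. Part of the lower value was therefore already present between the libraries at 18 cycles. Espn (ENSMUSG00000028943, GRCm38 chromosome 4 from 152120331 to 152152371, protein coding) had 162 ± 11.6 normalized counts at 18 cycles and 5.81 ± 0.75 at 10 cycles (SD, n = 2 each), a log2 fold change of 4.79 (standard error 0.50, adjusted p = 1.09e-04 from edgeR's quasi-likelihood test). Mocs3 rose by a log2 fold change of 4.57. Grem1 and the pseudogene Gm5581, whose reads could be shared with near-identical copies, had at most 3 counts in each library at 18 cycles. If each library at 18 cycles is given 3 counts, they were 9.1-fold and 16.6-fold lower than at 10 cycles. These folds use the median ratio and leave out counting error, so they are not strict limits. With ERCC size factors the log2 fold changes were -2.68 and -2.23. Of the ribosomal protein genes the paper names as sensitive to deduplication, Rps20 was higher at 18 than at 10 cycles (log2 fold change 2.01, adjusted p = 9.07e-05 from edgeR), Rpl19 was lower (log2 fold change -3.21, adjusted p = 0.00702 from edgeR, on 4 and 0 counts at 18 cycles) and Rpl32 did not pass the threshold (log2 fold change -0.46, adjusted p = 0.11 from edgeR). The paper found these 3 genes sensitive to Picard deduplication of RiboMinus libraries, and found no gene changed by deduplication with molecular identifiers. The libraries here are poly(A) libraries of other oocytes. The counting could have split reads of these 3 genes with their pseudogenes. Exosc10 did not pass the threshold either (log2 fold change 0.13, adjusted p = 0.644 from edgeR).

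**Figure D2:**
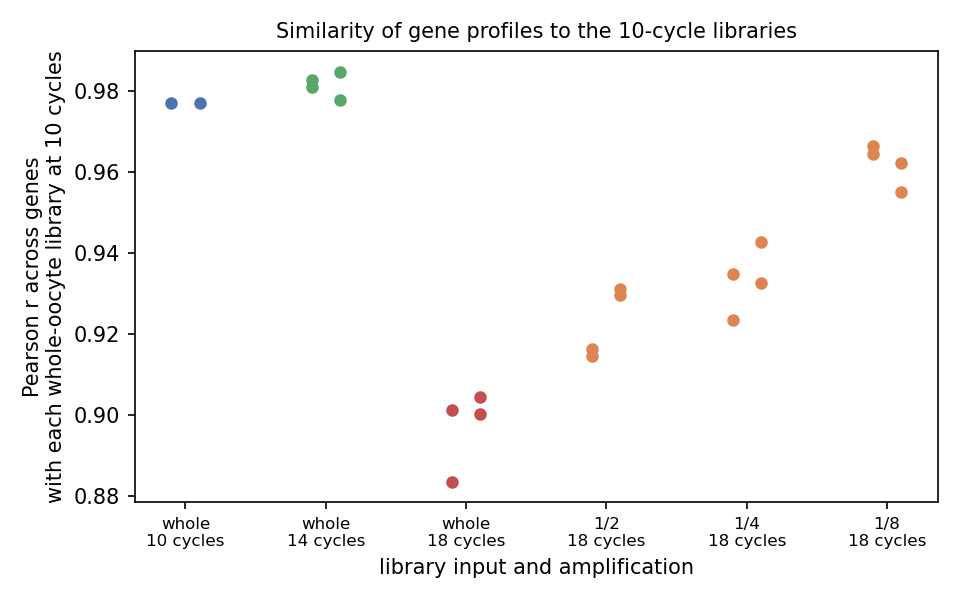
Pearson's r across 18041 genes between each library and the whole-oocyte libraries at 10 cycles, grouped by input and amplification cycles; each point is 1 pair of libraries, and the pair within 10 cycles is drawn at both of its libraries. The whole oocytes at 18 cycles lie between 0.884 and 0.904 and the 1/8 libraries between 0.955 and 0.966.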

When even more amplification cycles are used, deduplication could be critical.

Unlike different cell types detected in a tissue-derived single cell RNA-seq, single oocytes have almost identical morphology and size. Thus, the heterogeneity comes mostly from developmental variation or potential quality difference, which has been largely neglected in bulk RNA-seq. By integrated analysis of all soRNA-seq datasets, genes that undergo increase or decrease during early or late phases of GV oocytes have been discovered, which provide more information than the NSN and SN-featured genes identified by bulk RNA-seq. Presumably, under conditions that could cause more variation, such as chemical treatment or genetic perturbation, employing soRNA-seq can better illustrate the spectrum of changes in oocytes. In addition, I observed rRNA 5′-ETS level exhibits high correlation with SN property, which may be caused by both rRNA transcription during meiotic prophase I and the different processing mechanisms of individual rRNA fragments. Given the extremely low level of rRNA 5′-ETS in a cell, it is hard to setup a threshold to define SN phase. However, when multiple single oocytes are compared, the earlier and later stages could be very well aligned based on their rRNA 5′-ETS levels.

In summary, this study demonstrates the advantage of soRNA-seq. I have also proposed rRNA 5′-ETS as a new marker for SN oocytes and established constant genes-mediated cross-stage normalization.

## Data Availability

The datasets presented in this study can be found in the Gene Expression Omnibus website with accession code GSE145283. The accession numbers of all other published repositories used in current study can be found in Supplementary Tables.

How the deposited data were processed for this re-analysis (not part of the article)

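Poly(A) RNA-seq was measured in 12 libraries from 8 GV oocytes, with 2 libraries per condition. The conditions were whole oocytes amplified for 10, 14 and 18 cycles and 1/2, 1/4 and 1/8 of an oocyte amplified for 18 cycles. According to the methods, the authors trimmed reads with Cutadapt, mapped them to GRCm38 plus the ERCC sequences with STAR and counted them with HTSeq at default parameters. The default counts by strand, and whether it applied was not settled from the counts. Values of genes that overlap on opposite strands are therefore uncertain. The authors deposited raw counts per gene and per ERCC molecule, without normalization or deduplication. Reads assigned to no feature made up 6.90% to 10.8% of the reads in each library. Counts on genes ranged from 1702062 to 13806199 per library, and the library with the fewest counts sets the precision for genes of low abundance. Wilson intervals at 95% were computed for the share of ERCC counts, and they cover counting error only, since amplified reads are not independent molecules.

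Gene symbols, coordinates and transcript lengths were taken from GENCODE mouse release 21 (GRCm38), which lists 55480 of the 55573 genes. Differential abundance was tested with edgeR 4.0.16 in R 4.3.3 by the quasi-likelihood test, with Benjamini-Hochberg adjustment and a threshold of 0.01. A gene or ERCC molecule was kept when it had at least 5 counts in at least 2 libraries of the fit, as in the methods. Size factors were computed as the median ratio over ERCC molecules or over all genes. The fraction fit held the 8 libraries at 18 cycles, and the cycle fit held the 6 whole oocytes. Gene counts per ERCC count were compared by an exact two-sided permutation test on log2 values. Correlations across genes used log10(CPM + 1), with CPM computed from the counts on genes. The fit was tested on simulated counts with 200 genes changed by 2 on the log2 scale. All simulated libraries were drawn from the mean profile of the 8 libraries at 18 cycles, with a spread set in advance. The simulated whole oocytes therefore had a higher ERCC share than the real ones at 18 cycles (0.053% and 0.086%). Size factors from so few ERCC counts were thus not tested by it. Without a shift of the whole transcriptome and with ERCC size factors, edgeR recovered 40.5% of them with 1 call among the unchanged genes of the 14267 tested. With a simulated shift of -1, the median of the unchanged genes was -1.01. Only 942 of these shifted genes passed the threshold, out of 14237 genes tested in all.

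The rule for choosing the genes named in the text was fixed before the data were examined. It takes those the paper names by symbol and, from the results, the genes with the largest rises and falls, 2 in each direction, in 1/8 against whole oocytes (median ratio) and in 18 against 10 cycles. These had to pass the threshold, average at least 50 normalized counts and not overlap between groups. The alternatives set at that stage were DESeq2 1.42.0, no filter, at least 10 counts in every library, a reference of all 6 whole oocytes, the replicate number as a block, other size factors (total ERCC counts, TMM, constGenes, and ERCC molecules in the cycle fit), only the 2 groups compared in the cycle fit, and leaving out each library. For values without a fit they were adding reads on no feature, only ERCC molecules with at least 10 counts in every library, log10(CPM + 0.1), Spearman's correlation, at least 5 counts for a detected gene, and counts drawn down to the smallest total. Alternatives chosen after seeing the data were DESeq2 on 12 libraries in 6 groups, whole oocytes at 10 or 14 cycles as the reference, the range of log2 fold changes shown in Figure 5A, and crossed replicate numbers at 14 cycles. The replicate numbers come from the sample labels. Neither the labels nor the methods state that fractions with the same number came from the same oocyte. The deviations of same-numbered libraries at 18 cycles correlated between -0.09 and 0.09 over the genes with at least 10 counts in all 4 libraries compared, and between -0.03 and 0.03 over all genes tested. Other datasets that the paper compares were not analysed here.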

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

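The test of counting noise and the test of a constant factor were chosen only after the result was seen, as was the comparison of scores between fractions.

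The paper makes a statement about duplication over this range of cycles and gives no values for it. Gene counts per ERCC count were higher by 2.09 on the log2 scale in the 2 whole oocytes at 18 cycles than in the 4 at 10 and 14 cycles (exact two-sided permutation test, p = 0.133, the smallest p that 2 against 4 allow). Counting noise was weighed first, because the whole oocytes at 18 cycles had few ERCC counts. The lowest end of their 95% Wilson intervals was 1100, above the highest ratio of 360 at 10 and 14 cycles. One constant effect of 18 cycles was weighed next. Relative to the share of an oocyte, the ratio was 4.38 times that of 10 and 14 cycles in whole oocytes, 2.26 times in 1/2, 2.24 times in 1/4 and 1.11 times in 1/8, and the largest difference between such factors was 3.95-fold. Without the 100 genes with the most counts in each library the log2 difference was 2.08, so a few dominant genes did not produce it. A difference in developmental state was weighed by gene composition alone, which does not measure the ratio. The genes of Table S2 that rise in both phases, minus those that fall in both, scored 1.31 and 1.20 in the oocytes at 18 cycles and -0.10 to 0.21 in the other 4, at percentile 100 of 10000 pairs of random lists matched on abundance but not on GC content, so the score does not show that developmental state changed the ratio. The fractions bear on this too, since all 6 fractional libraries came from another 2 oocytes. Their scores were 0.39 and 0.79 in 1/2, 1.11 and 0.92 in 1/4, and 0.13 and -0.18 in 1/8. The smaller difference between 1/2 and 1/8 was 0.26, but the scores did not fall in the order of the input. According to the methods each lysate was diluted to all 3 fractions, so a difference between oocytes cannot by itself give such differences between fractions. Cycle number, oocyte and preparation coincide in this design, and the pattern cannot be called biological.

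Between 18 and 10 cycles, 4054 genes changed in whole oocytes, against 0 between 14 and 10 cycles (513 with an unadjusted p under 0.05). The profiles of whole oocytes at 18 cycles and of 1/2 and 1/4 lay farther from those at 10 cycles than the profiles of 1/8. Lower depth was tested by drawing every library down to 1702062 counts, after which r with the 10-cycle libraries was still higher by 0.10 in 1/8 than in whole oocytes at 18 cycles. Transcript length bias was tested by Spearman's rho between CPM and length across 8326 genes, which are not independent replicates. The difference between whole oocytes at 18 cycles and at 10 and 14 cycles was -0.11, but rho did not return from 1/2 to 1/8 in the order of the input. For GC content the difference was 0.28, with rho of 0.13 in both whole oocytes at 18 cycles and -0.16 to -0.14 at 10 and 14 cycles. In the fractions rho was 0.08 and 0.03 in 1/2, 0.08 and 0.06 in 1/4, and -0.07 and -0.24 in 1/8, so the predicted order failed between 1/2 and 1/4 although 1/8 lay lowest. The log2 fold changes for 18 against 10 cycles correlated with GC content across genes at 0.37. GC content therefore accompanies the change, and a candidate explanation is an amplification effect linked to GC content and to the amount of input, which the 2 libraries per group cannot separate from the oocyte or the preparation.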

How the results depend on the processing

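The alternatives were set before the data were examined except where stated. With ERCC normalization, 0 genes were higher in any fraction under every alternative except a reference of whole oocytes at 10 or 14 cycles. The counts of lower genes stayed within 1.5 times under DESeq2, no filter, the replicate block and total ERCC counts. With at least 10 counts in every library, 8329 genes were lower in 1/8, of 8330 tested. With all 6 whole oocytes as the reference, 0 genes were lower in 1/2 and 0 in 1/4 (2528 and 5801 with an unadjusted p under 0.05) and 8512 in 1/8, and the medians were -1.15, -1.90 and -3.94. With either normalization, this reference counts the differences between cycle numbers as spread, which makes genes harder to call. Against whole oocytes at 10 cycles, chosen after seeing the data, 384 genes were lower and 1181 higher in 1/2, 1399 lower and 157 higher in 1/4, 13401 lower and 0 higher in 1/8, and the medians were -0.12, -0.81 and -2.82. Against those at 14 cycles, also chosen after seeing the data, the counts were 466 and 1161 in 1/2, 1269 and 106 in 1/4 and 13710 and 0 in 1/8, with medians of -0.16, -0.86 and -2.85. Gene counts per ERCC count were higher by 2.09 on the log2 scale in whole oocytes at 18 cycles than in those at 10 and 14 cycles. Restricted to log2 fold changes from -5 to 5, chosen after seeing the data, the median in 1/8 was -3.99, and -3.85 with DESeq2 on 12 libraries in 6 groups. In the main fit this left out 7061 genes (47.7%) below -5, and without the restriction that DESeq2 fit gave -4.96. Across the 8 fits that each left out 1 library, the medians ranged from -2.34 to -1.39 in 1/2, from -3.04 to -2.11 in 1/4 and from -5.25 to -4.26 in 1/8. These fits give values with no test.

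With median ratio normalization, the small counts moved under most alternatives, and the cause was not tested. Given as lower and higher in 1/2, then in 1/4, DESeq2 called 51 and 87, then 177 and 68. No filter gave 120 and 97, then 160 and 46. The replicate block gave 36 and 37, then 106 and 21. All 6 whole oocytes as the reference gave 0 and 0, then 0 and 0, and 0 and 0 in 1/8 (2788, 1715 and 1467 with an unadjusted p under 0.05). With at least 10 counts in every library 8 genes were higher in 1/4. TMM called 0 lower and 1 higher in 1/2, and constGenes as control genes 15 lower and 0 higher, so that the share of higher genes was 66.7%, 100% and 0% in turn. In 1/8, constGenes gave 3145 lower and 210 higher, which moved the share of higher genes from 44.4% to 6.26% and the median log2 fold change to -0.69. The median count of the constGenes was 2 and 1 in the 2 whole oocytes at 18 cycles, which limits their size factors. DESeq2 on 12 libraries in 6 groups, chosen after seeing the data, called 161 and 224 in 1/2, 421 and 204 in 1/4, and 2100 and 1682 in 1/8. Against whole oocytes at 10 cycles the calls were 1243 and 1678, 755 and 1050, and 0 and 0, and against those at 14 cycles 1265 and 1704, 649 and 979, and 0 and 0 (2278 and 2512 genes in 1/8 with an unadjusted p under 0.05).

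Between 14 and 10 cycles, DESeq2 called 2 genes, no filter 9 and the replicate block with crossed numbers at 14 cycles 2, the last chosen after seeing the data. The replicate block as labelled gave 0, 4381 and 4384 genes for 14 against 10, 18 against 10 and 18 against 14 cycles. With ERCC size factors 8348 genes changed between 18 and 10 cycles and 8400 between 18 and 14 cycles. All of the former were higher, against 53.3% with the median ratio. The other alternatives for these 2 comparisons stayed within 1.5 times.

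Adding reads on no feature moved gene counts per ERCC count to 52.3 in 1/8, 383 at 10 cycles and 393 at 14 cycles, and restricting to the 10 ERCC molecules with at least 10 counts in every library moved it to 50.9 in 1/8 and 375 at 14 cycles. The mean correlation across genes between whole oocytes was 0.973 at the same number of cycles and 0.923 at different numbers. It was 0.942 at the same number with log10(CPM + 0.1), and 0.824 at different numbers with at least 10 counts in every library. The moves of gene counts per ERCC count follow from the arithmetic, which adds to the gene counts or takes from the ERCC counts, and the cause of the moves of the correlation was not tested.

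Of the named genes, Rpl19 in 1/8 reversed to -0.085 against whole oocytes at 10 cycles, Rps20 to 0.40 against 10 cycles and 0.49 against 14 cycles, and Exosc10 to 0.027 against 14 cycles and ranged from -0.36 to 0.068 across the fits that each left out one library. Between 18 and 10 cycles, Rpl32 reversed to 1.74 with ERCC size factors. These moved the median over all genes tested from -0.29 to 1.96, so the reversal went with a shift common to the genes. Exosc10 reversed to -0.081 with at least 10 counts in every library and ranged from -0.065 to 0.36 across the fits that each left out one library. Among the other values of named genes and of genes detected, 13 moved, 21 were weaker and 3 stronger. The few ERCC counts of the whole oocytes at 18 cycles limit the ERCC size factors of every comparison that uses them as the reference.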

Differences from the paper's values

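For 1/8 against whole oocytes with ERCC normalization, the median log2 fold change over the genes tested was -4.92, against about -3.9 in Figure 5A, read by eye. Of the alternatives set before the data were examined, a reference of all 6 whole oocytes (-3.94) and leaving out replicate 1 of the whole oocytes at 18 cycles (-4.26) came within the replicate spread, while DESeq2, no filter, at least 10 counts in every library, the replicate block, total ERCC counts and leaving out any other library did not. Over the genes that Table S5 lists for the same comparison, the paper's median is -5.24 and the one here was -5.13, and the paper's adjusted p is under 0.01 for 1410 genes against 1361 here. The reference of all 6 whole oocytes moved these away from the paper's, to -4.10 and 816 genes, and DESeq2 on 12 libraries in 6 groups, chosen after seeing the values, gave -5.24 and 1409 genes. Restricted to log2 fold changes from -5 to 5, a range chosen after seeing the values, the median was -3.99, and -3.85 with DESeq2 on 12 libraries in 6 groups. Without the restriction that DESeq2 fit gave -4.96. In the main fit the range left out 7061 genes (47.7%) that lay below -5.

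Among the genes that Table S6 lists, the paper's adjusted p with median ratio normalization is under 0.01 for 61 genes in 1/2, 101 in 1/4 and 433 in 1/8. The counts here were 6, 7 and 266. For 1/2 and 1/4 no alternative set before the data were examined closed the gap. For 1/8, DESeq2 (312), no filter (321), the replicate block (303) and constGenes as control genes (440) came within 1.5 times the paper's count, and at least 10 counts in every library, the reference of all 6 whole oocytes and TMM did not. DESeq2 on 12 libraries in 6 groups, chosen after seeing the values, called 61, 102 and 432. Over the 1637 genes listed, its log2 fold changes differed from the paper's by at most 0.0041 in 1/2, 0.0055 in 1/4 and 0.0076 in 1/8. The gap in these counts therefore goes with the tool and the libraries fitted.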

Other observations

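The tests of explanations in this part were set before their results were seen.

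Against whole oocytes at 10 cycles with median ratio normalization, 0 genes changed in 1/8, with 2278 at an unadjusted p under 0.05. In the same comparison 2921 genes changed in 1/2 and 1805 in 1/4. Among the 14644 genes tested in both fits, 2040 passed the threshold both for 18 against 10 cycles and for 1/8 against whole oocytes at 18 cycles, and all 2040 changed in opposite directions. The 2 comparisons share the whole oocytes at 18 cycles, which by itself favours opposite directions.

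At least 1 count was found on 21146 to 23022 genes in whole oocytes at 10 and 14 cycles and on 17017 and 14918 at 18 cycles. Lower depth was tested by drawing all libraries down to 1702062 counts, after which the lowest library at 10 or 14 cycles still had 1179 more genes than the highest at 18 cycles. No biological explanation was tested.

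Gene counts per ERCC count fell more than dilution predicts from 1/4 to 1/8. Loss of transcripts of low abundance was tested on the most abundant of 10 equal groups of genes, whose median log2 fold change was -2.42, so the excess fall was not limited to low abundance. No biological explanation was tested, since both fractions are diluted lysates.

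Genes that lose reads on Picard deduplication were tested for a rise with the number of cycles, using the 15 genes that pass the threshold for GV oocytes in the listed part of Table S4. Their median log2 fold change for 18 against 10 cycles with median ratio normalization was -1.44, at percentile 0.05 of 10000 random lists. The lists were matched on abundance but not on GC content, with which the log2 fold changes of this comparison correlated at 0.37. These 15 genes thus lay below genes of matched abundance with this normalization, and a part of GC content in this was not tested. Rps20, which the paper names as sensitive and the listed part does not hold, rose by a log2 fold change of 2.01. The paper's list comes from RiboMinus libraries of other oocytes, so the library type differs too.

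Of the 147 constGenes, 89 passed the filter of the fraction fit. With ERCC normalization their median log2 fold change was -1.61 in 1/2, -2.62 in 1/4 and -4.06 in 1/8. These lay at percentiles 99.7, 43.8 and 99.9 of 10000 random lists matched on abundance but not on GC content. The constGenes thus fell less than matched genes in 1/2 and 1/8 and not in 1/4. Their median count was 2 and 1 in the 2 whole oocytes at 18 cycles, and 54 were nonzero in all 8 libraries. These fold changes therefore rest on low counts in the reference.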
